# Estrogen signaling in arcuate *Kiss1* neurons suppresses a sex-dependent female circuit promoting dense strong bones

**DOI:** 10.1038/s41467-018-08046-4

**Published:** 2019-01-11

**Authors:** Candice B. Herber, William C. Krause, Liping Wang, James R. Bayrer, Alfred Li, Matthew Schmitz, Aaron Fields, Breanna Ford, Zhi Zhang, Michelle S. Reid, Daniel K. Nomura, Robert A. Nissenson, Stephanie M. Correa, Holly A. Ingraham

## Abstract

Central estrogen signaling coordinates energy expenditure, reproduction, and in concert with peripheral estrogen impacts skeletal homeostasis in females. Here, we ablate estrogen receptor alpha (ERα) in the medial basal hypothalamus and find a robust bone phenotype only in female mice that results in exceptionally strong trabecular and cortical bones, whose density surpasses other reported mouse models. Stereotaxic guided deletion of ERα in the arcuate nucleus increases bone mass in intact and ovariectomized females, confirming the central role of estrogen signaling in this sex-dependent bone phenotype. Loss of ERα in *kisspeptin* (*Kiss1*)-expressing cells is sufficient to recapitulate the bone phenotype, identifying *Kiss1* neurons as a critical node in this powerful neuroskeletal circuit. We propose that this newly-identified female brain-to-bone pathway exists as a homeostatic regulator diverting calcium and energy stores from bone building when energetic demands are high. Our work reveals a previously unknown target for treatment of age-related bone disease.

## Abstract (web summary)

Estrogen promotes negative energy balance and preserves skeletal physiology. Here the authors show that loss of estrogen signalling after ablating estrogen receptor alpha (ERa) in specific hypothalamic neuronal populations leads to a marked sex-dependent increase in bone mass in female mice.

## Introduction

The sex steroid hormone estrogen is critical for balancing energy allocation and expenditure to ensure maximal reproductive fitness. Peripheral estrogen is also an important regulator of skeletal homeostasis. In male and female rodents, circulating 17β-estradiol (E2) actively stimulates cancellous bone formation through estrogen receptor alpha (ERα)^1,2^. Indeed, chronic administration of E2 to intact or ovariectomized (OVX) females can lead to significant increases in trabecular bone mass^3,4^. On the other hand, central estrogen signaling appears to negatively impact female bone metabolism as suggested by the modest increase in trabecular bone mass following central loss of ERα using the brain-specific, but problematic *Nestin-Cre*^5,6^. Trabecular and cortical bone volume are also modestly elevated after deleting ERα using the non-inducible and developmentally promiscuous *POMC-Cre*^7,8^. In both of these mouse models (*Esr1*^*Nestin-Cre*^ and *Esr1*^*POMC-Cre*^), the elevated bone mass in females vanishes following ovariectomy, underscoring the essential role of gonadal sex-steroids in generating and/or maintaining these bone phenotypes. Independent of estrogen signaling, manipulating NPY or AgRP ARC neurons also modestly influences bone metabolism, at least in male mice^9,10^.

Within the medial basal hypothalamus (MBH) ERα is highly enriched in two anatomically and functionally distinct neuronal clusters, the arcuate nucleus (ARC) and the ventral lateral region of the ventromedial hypothalamus (VMHvl). Estrogen signaling in the female MBH promotes a catabolic energy state by regulating distinct aspects of energy balance^11–13^. Indeed, conditional mouse models in which ERα is deleted in some, but not all, ARC or VMHvl neurons suggest that these two estrogen-responsive brain modules separately regulate energy balance^11,12^. Partial loss or pharmacological blockade of ERα in the VMH lowers energy expenditure by decreasing brown adipose tissue (BAT) thermogenesis^12,14^ and lowering physical activity^11^. Within the ARC, ERα is expressed in multiple cell types, each expressing a signature neuropeptide or neurotransmitter system. Estrogen signaling in the POMC lineage^15^, is thought to limit food intake as inferred from deletion of ERα using the POMC-Cre (*Esr1*^*POMC-Cre*^)^12^. Most *kisspeptin* (*Kiss1*) neurons in the ARC also express ERα. Kisspeptin itself regulates puberty and fertility in both male and female mice^16,17^, as well as in humans^18^. However, ERα signaling dynamically regulates *Kiss1* ARC neurons by silencing *Kiss1* expression and restraining the onset of female, but not male pubertal development^19^. Deleting ERα using different *Kiss1-Cre* alleles upregulates *Kiss1*^20^, accelerates pubertal onset in female mice^19^, and increases both inhibitory and excitatory firing of Kiss1 ARC neurons^21,22^. While ERα is absent in most but not all NPY/AgRP neurons^23,24^, these nutritional sensing neurons project to and inhibit *Kiss1* ARC neurons^25^.

Given the cellular complexity of estrogen-responsive neurons in the ARC (and VMHvl), we leveraged the *Esr1*^*Nkx2-1Cre*^ mouse model, in which all ERα in the MBH is eliminated via *Nkx2-1*-driven Cre recombinase^11^ to ascertain how ERα in the MBH influences energy expenditure, food intake, reproduction and possibly skeletal homeostasis. We then confirmed that any observed phenotypes were neural in origin using stereotaxic delivery of AAV2-Cre to acutely ablate ERα in either the ARC or VMHvl in adult female mice. We found that eliminating ERα in the ARC resulted in a robust and sex-dependent high mass bone phenotype. Importantly, we go on to define *Kiss1* neurons as the critical estrogen-responsive subpopulation in the ARC for promoting this remarkable, robust bone mass in female mice.

## Results

### Altered energetic homeostasis in female *Esr1*^*Nkx2-1Cre*^ mice

In *Esr1*^*Nkx2-1Cre*^ mice, ERα is efficiently eliminated in the entire MBH in both male and female brains, including the ARC and VMHvl, but is largely maintained in the anteroventral periventricular nucleus (AVPV), preoptic area, nucleus tractus solitarius, and medial amygdala (Fig. 1a and Supplementary Figure 1A). Peripheral tissues including the lung, thyroid, BAT, and pituitary maintained *Esr1* expression in mutant females compared to wild-type females (Supplementary Figure 1B). Deleting ERα in the MBH depleted primordial follicles, and led to female infertility, and uterine imbibition (Supplementary Figures 1C–E). Mutant females displayed a small but significant increase in body weight, which was less robust than reported for *Esr1*^*POMC-Cre*^^12^, whereas body weights for mutant males decreased (Fig. 1b). Food intake was unchanged in both sexes (Fig. 1c).

**Fig. 1:**
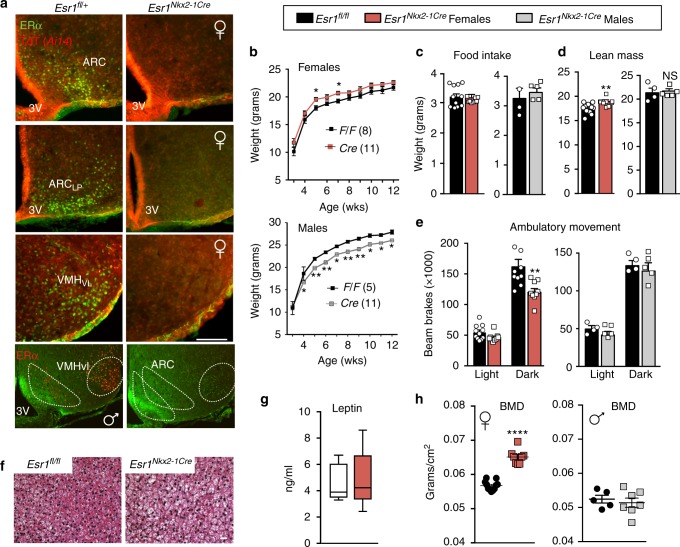
Ablating ERα in MBH impairs energy expenditure and increases bone density. **a** Immunohistochemistry of ERα (green) or native TdTomato (TdT (Ai14); red) on coronal brain sections (scale bar = 100 µm) of *Esr1*^*fl/+*^; *Ai14*^*fl/+*^; *Nkx2-1Cre* (control) or *Esr1*^*fl/fl*^; *Ai14*^*fl/+*^; *Nkx2-1Cre* (mutant) from females or males (bottom panels). Lp lateroposterior. Fl/+ = heterozygous for Esr1 floxed allele. **b** Body weight curves of control (black line) or mutant females (red line) (*F*_1,250_ = 57.01, *p* < 0.0001) and males (grey line) (*F*_3,316_ = 25.39, *p* < 0.0001) fed on standard chow from 3 weeks of age. **c** Daily food intake per animal over 24 h determined in CLAMS (controls (black bars) mutant females (red bars) and mutant males (grey bars)). **d** Lean mass and **e** averages of ambulatory movement per animal over 12 h determined by metabolic chamber analyses for *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ female and male cohorts, female ambulatory movement (*F* 1,36 = 10.14, *p* = 0.003). **c**–**e** Animals are 8–9-week old. **f** Representative images of hematoxylin and eosin (H&E) staining of BAT *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ females housed at 22 °C (8–16 weeks). Scale bar = 100 μm. **g** Serum leptin levels in 9-week-old control (open bars bar, *n* = 5) and mutant females (red  bar, *n* = 5) (center line = median; bounds extend minimum to maximum). **h** BMD measured by DEXA in *Esr1*^*fl/fl*^ (black circles) and *Esr1*^*Nkx2-1Cre*^ females (red squares, 16–23 weeks) and males (grey squares, 11–18 weeks). Unless otherwise indicated, number per group for female controls (*n* = 11) and mutants (*n* = 9) and for male controls (*n* = 4) and mutants (*n* = 5). Error bars are SEM. Two-way ANOVA (**b**, **e**). Unpaired Student’s *t* tests (**c**, **d**, **g**, **h**). For all figures, *p* values = ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001. NS = *p* > 0.05

*Esr1*^*Nkx2-1Cre*^ females exhibited a sex-dependent change in energy balance that was entirely absent in male mice. The lean mass of mutant females was significantly higher than control floxed (*Esr1*^*fl/fl*^) littermates (Fig. 1d) and was accompanied by decreased physical activity during the dark phase (Fig. 1e and Supplementary Figure 2C). Although highly significant, increased lean mass observed in mutant females failed to change their overall mobility and muscle strength as measured by rotarod and grip strength assays, respectively (Supplementary Figure 2D, E). Blunted BAT thermogenesis was observed in mutant females as evidenced by whitening of BAT and decreased *Ucp1* levels; circulating catecholamines were not lower (Fig. 1f and Supplementary Figures 2F, G). Serum leptin levels were also unchanged (Fig. 1g). Thus, these data reveal that central estrogen signaling in this brain region promotes a sex-dependent negative energy state in females in the absence of any change in feeding behavior. This unexpected finding implies that the hyperphagia reported for *Esr1*^*POMC-Cre*^ mice might result from selective or ectopic activity of POMC-Cre in non-ARC neurons^8^.

### Elevated bone density in female *Esr1*^*Nkx2-1Cre*^ mice

Strikingly, bone mineral density (BMD), as determined by dual X-ray absorptiometry (DEXA), was significantly elevated in *Esr1*^*Nkx2-1Cre*^ females, but not males (Fig. 1h), consistent with the sex-dependent significant increases in lean mass. Further analyses of femoral bone, using three-dimensional high resolution micro-computed tomography (µCT), confirmed a striking increase in trabecular bone mass and microarchitecture in older *Esr1*^*Nkx2-1Cre*^ females compared to control littermates (Fig. 2a). Mutant females exhibited a ~500% increase in fractional bone volume in the distal femur, rising from 11 to 52 bone volume/tissue volume (BV/TV) (%) (Fig. 2a). A similar trend was found for vertebral bone (Supplementary Figure 3A). Accompanying structural changes included increases in trabecular number and thickness and reduced trabecular separation (Fig. 2a). Mutant females also exhibited a significant increase in cortical thickness but a modest decrease in tibial and femoral length (Supplementary Figure 3B). This striking skeletal phenotype is sex-dependent, as no changes in bone mass were observed in *Esr1*^*Nkx2-1Cre*^ males (Fig. 2b). Further, unlike the 20% increase in femoral bone mass reported for *Esr1*^*POMC-Cre*^ and *Esr1*^*Nestin-Cre*^ mice that vanishes in OVX females, bone parameters in *Esr1*^*Nkx2-1Cre*^ females remained elevated 5 weeks following ovariectomy (Fig. 2c). In fact, no significant changes in serum sex steroids (E2, T) were detected in 4–5-week-old mutant females when the high bone mass phenotype is clearly present (Fig. 2d, f). The percentage of bone loss in OVX female mutants is higher than their wild-type littermates (72% versus 43%), consistent with the finding by others that a higher starting %BV/TV at baseline results in higher OVX-mediated bone loss^26^. Pituitary and thyroid hormones in mutant females were also unchanged at 7–8 weeks of age (Supplementary Figure 3C). Removing circulating androgens in juvenile *Esr1*^*Nkx2-1Cre*^ males by castration failed to elevate their bone mass, implying that male gonadal hormones are unable to account for the lack of high bone mass in *Esr1*^*Nkx2-1Cre*^ males (Supplementary Figure 3D). These data imply that while the high BMD in *Esr1*^*Nkx2-1Cre*^ females is partially maintained by ovarian steroids, elevated levels of circulating E2 or pituitary hormones are not the primary drivers of this sex-dependent bone phenotype.

**Fig. 2:**
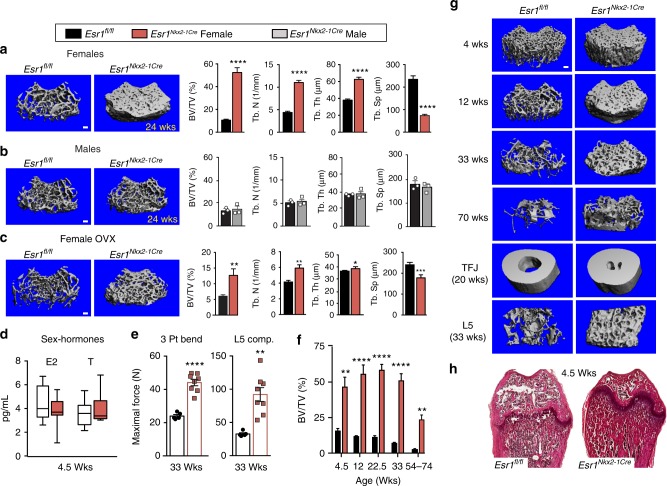
Sex-dependent increase in bone mass and strength in *Esr1*^*Nkx2-1Cre*^ females. Representative μCT 3D reconstruction images of distal femurs in ∼24-week-old *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ **a** females, **b** males, and **c** OVX females (15–21 weeks). Right panels show quantitative morphometric properties of distal femurs showing fractional bone volume (BV/TV (%)); trabecular number (Tb. N) trabecular thickness (Tb. Th), and separation (Tb. Sp). For females (*n* = 11) controls and (*n* = 8) mutants and for males (*n* = 3, 3). For OVX (*n* = 11) controls and (*n* = 8) mutants. *Esr1*^*fl/fl*^ (black boxes), *Esr1*^*Nkx2-1Cre*^ females (red bars) and males (grey bars*)*. **d** LC–MS/MS of plasma E2 and T for *Esr1*^*fl/fl*^ (*n* = 9, open box) and *Esr1*^*Nkx2-1Cre*^ (*n* = 11, red box) juvenile females at 4.5 weeks of age (center line = median; bounds extend minimum to maximum). **e** Scatter plot of mechanical testing of distal femurs and L5 vertebral bodies (33 weeks) *Esr1*^*fl/fl*^ (black squares), *Esr1*^*Nkx2-1Cre*^ (red squares). **f** BV/TV (%) of the distal femur generated by either μCT or 2D histomorphometric analysis over time from 4.5 weeks of age to 54–74 weeks of age, for genotype (*F*_1,50_ = 172.1, *p* < 0.0001), animal number in each *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ group for 4.5 weeks (*n* = 3, 4), 12 weeks (*n* = 5, 6), 22.5 weeks (4, 5), 33 weeks (7, 9), and 54+ weeks (9, 7). **g** Representative μCT images of age-dependent changes in femoral bone mass, as well as image of cortical bone at the tibial fibular joint (TFJ) in females (20 weeks), and L5 vertebral bodies (33 weeks) in *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ females. **h** Representative H&E staining of female femurs from *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ juvenile females at 4.5 weeks. Error bars are ±SEM (standard error of the mean). Two-way ANOVA (**e**), Unpaired Student’s *t* test (**a**–**d**, **f**). ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001. Scale bars = 100 μm

Mechanical bone strength tests established that femora and L5 vertebrae in older *Esr1*^*Nkx2-1Cre*^ females were substantially stronger than controls (Fig. 2e). The dense skeletal phenotype in *Esr1*^*Nkx2-1Cre*^ females observed in femoral and vertebral trabecular bone emerged early and continued to persist in older females (54–74 weeks), exceeding values found for OVX mutant females (Fig. 2c, f, g). Thus, trabecular bone, which becomes porous and more fragile in osteoporosis, is remarkably dense and durable in older *Esr1*^*Nkx2-1Cre*^ females. Upregulation of bone metabolism in *Esr1*^*Nkx2-1Cre*^ females was not associated with ectopic Cre expression in femoral bone (Supplementary Figure 3F). Representative H&E stained femoral bone sections from juvenile female mice illustrate the striking increase in bone density accompanied by a marked decrease in bone marrow space (Fig. 2h). Despite a narrowing of the bone marrow cavity, no differences in spleen weights were observed in mutant females compared to controls at all ages examined (Supplementary Figure 3E).

### Elevated bone formation rate in *Esr1*^*Nkx2-1Cre*^ female femurs

Young *Esr1*^*Nkx2-1Cre*^ females showed a significant increase in bone formation rate (BFR) and mineralized surface (Fig. 3a, b), demonstrating robust osteoblast function. Both the mineral apposition rate (MAR) and normalized osteoclast number were unaffected in mutant bone, implying that significant decreases in osteoclast number and function are unable to account for the high bone mass phenotype (Fig. 3b and Supplementary Figure 3G). A similar trend was observed in older *Esr1*^*Nkx2-1Cre*^ females after maximal bone density is achieved (Supplementary Figure 3G). Based on transcriptional profiling, gene changes in mutant bone marrow included upregulation of BMP signaling and osteoblast differentiation/ossification (Supplementary Dataset 1) with a concomitant elevation of *Sp7* (*Osterix*), *Wnt10b*, *Bglap* (*Osteocalcin*), *Sost*, and osteoclast markers in mutant bone (Fig. 3c, d). While *Runx2* was unchanged in mutant bone chips harvested from long bones minus endplates, this osteoblast precursor marker was modestly increased in female bone marrow when examined at 4.5 weeks of age (Fig. 3d). Markers for chondrocyte differentiation (*Sox9*^27^) and those that would indicate a change in sympathetic tone^28,29^, were unchanged (Supplementary Table 1 and Dataset 1), whereas markers of interferon (IFN) signaling (*Oas2*, *Oas3*, *Itga11*, *Gbp6*, and *Gbp4*) and cartilage (*Cola2*) were elevated (Fig. 3c, Supplementary Figure 3H and Dataset 1), consistent with the estrogen-independent increases in bone mass following interferon-gamma treatment^30^. Collectively, these data suggest that ablating ERα in the MBH leads to an expansion of bone marrow stromal cells or adult skeletal stem cells^31^, fated for osteoblast differentiation/proliferation that give rise to mature bone and cartilage.

**Fig. 3:**
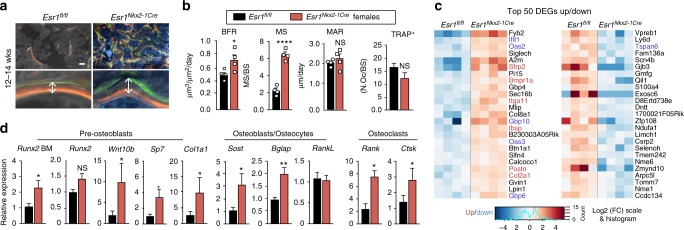
Increased bone formation in *Esr1*^*Nkx2-1Cre*^ females. **a** Representative images of labeled mineralized surface of distal femur with calcein (green) and demeclocycline (orange) over a period of 1 week in a 12 week old female. Scale bars = 50 μm. **b** Dynamic histomorphometric results for *Esr1*^*fl/fl*^ (*n* = 4, black bars) and *Esr1*^*Nkx2-1Cre*^ (*n* = 4, red bars) 12–14 week females showing bone formation rate (BFR), mineralized surface (MS), and mineralized apposition rate (MAR). Number of active osteoclasts normalized to bone surface quantified by TRAP-positive staining determined in distal femurs from 5- to 7-week-old *Esr1*^*fl/fl*^ (*n* = 5) and *Esr1*^*Nkx2-1Cre*^ (*n* = 6) females. **c** Heat map of top 50 differentially expressed genes (DEGs) up and down in 4.5-week-old *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ bone marrow *Esr1*^*fl/fl*^ (*n* = 4) and *Esr1*^*Nkx2-1Cre*^ (*n* = 4) females. BMP regulated genes (red) and IFN regulated genes (blue). **d** Quantification of indicated transcripts marking pre-osteoblasts, osteocytes, and osteoclasts in 4.5–7-week female control (*n* = 10) and mutant (*n* = 7) flushed bone marrow (BM), or in female control (*n* = 13) and mutant (*n* = 8) femur bone chips. Error bars are ±SEM. Unpaired Student’s *t* test (**b**, **d**). ^*^p < 0.05; ^****^p < 0.0001. NS = *p* > 0.05

### Elevated bone mass after stereotaxic deletion of ERα in ARC

To unequivocally establish that the high bone mass phenotype in *Esr1*^*Nkx2-1Cre*^ females arises specifically from loss of ERα signaling in the brain, stereotaxic delivery of AAV2-Cre was used to eliminate ERα in either the VMHvl or the ARC (referred to as ERαKO^VMHvl^ or ERαKO^ARC^, respectively, Fig. 4a). Adult *Esr1*^*fl/fl*^ females injected with either AAV2-GFP (control) or AAV2-Cre were evaluated for ERα expression (Supplementary Figures 4A, B). Successful hits were defined as partial or full loss of ERα on one or both sides of the VMHvl or ARC. As noted for *Esr1*^*Nkx2-1Cre*^ females, eliminating ERα in the ARC but not the VMHvl fully recapitulated the significant increase in BMD without changing food intake or E2, T, Leptin, and uterine weights (Fig. 4b–d and Supplementary Figure 5A), disentangling the high bone mass phenotype in ERαKO^ARC^ females from changes in these circulating hormones. Strikingly, just 12 weeks postinfection (PI), ERαKO^ARC^ females showed a similar massive elevation in fractional femoral bone volume, which was accompanied by an increase in trabecular number and thickness and decreased bone marrow space (Fig. 4e–g), as well as a modest increase in osteoprotegerin and elevated SOST (Supplementary Figure 5A). Cortical bone thickness was also enhanced without affecting the cortical perimeter (Fig. 4f and Supplementary Figure 5B).

**Fig. 4:**
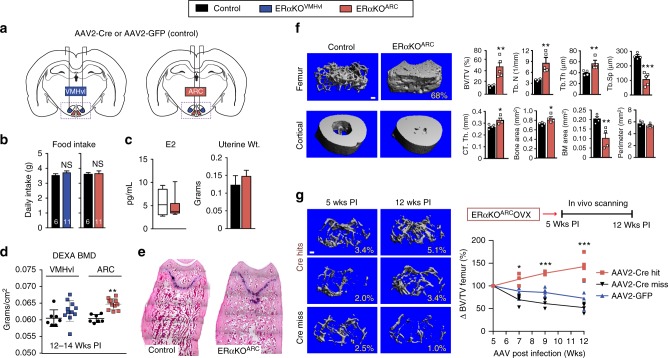
Bone volume in intact and OVX female mice after acute loss of ERα in ARC. **a** Schematic of stereotaxic delivery of AAV2-GFP or AAV2-Cre-GFP to 16-week-old *Esr1*^*fl/fl*^ females to either the VMHvl or ARC regions to delete ERα 5-week postinfection (PI). **b** Food intake for AAV2-GFP (black bars), AAV2-Cre-VMHvl (blue bars) and AAV2-Cre-ARC (red bars). **c** LC–MS/MS plasma E2 and uterine weight for control (*n* = 6, open box) and for ERαKO^ARC^ (*n* = 9–11, red box) (center line = median; bounds are minimum to maximum). **d** Scatter plot of BMD for controls, ERαKO^VMHvl^, and ERαKO^ARC^ females. **e** Representative images of distal femur (H&E) in control and ERαKO^ARC^ females. **f** μCT images with morphometric properties of distal femur for controls (*n*  = 4) and ERαKO^ARC^ (*n* = 5) and tibio-fibular joint in control (*n* = 4) and ERαKO^ARC^ (*n* =  4) females. Scale bar = 100 μm. **g** Representative μCT images of distal femur in OVX females 5- and 12-week postinfection, showing AAV2-Cre hit to ARC (Cre-Hits, Red line), AAV2-Cre miss to ARC (Cre-Miss, black line and AAV2-GFP to ARC (blue line)). Schematic of time line for in vivo bone imaging from 5- to 12-week PI, with graph showing percent change in volumetric bone normalized to 5 week PI. Cre-Hits (*n* = 5), Cre-Miss (*n* = 4), and GFP (*n* = 5), AAV2-Cre Hit versus GFP or Miss (*F*_2,40_ = 56.9, *p* < 0.0001). Error bars are ±SEM. Student’s unpaired *t* test (**d**, **f**). Two-way ANOVA (**g**). ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001

The impact of viral-mediated deletion of ERα in the ARC was assessed over time in older OVX females that partially model postmenopausal bone loss. As expected, in vivo imaging showed that volumetric bone in OVX females dropped rapidly after ovariectomy, dipping by half from ~11 to 5.6 ± 1.3 SEM %BV/TV for all cohorts. Bone mass declined further to ~3.1 ± 0.9 SEM %BV/TV 5-week PI—the time period required to achieve complete ERα deletion in the ARC^32^. While bone density continued to deteriorate in control groups where ERα remained intact (GFP or Miss), complete or partial loss of ERα in the ARC (Hits) resulted in a remarkable ~50% increase in bone volume 12-week PI despite the mature age (38 weeks) of these older females (Fig. 4g and Supplementary Figure 4C). In sum, these data using both intact and older estrogen-depleted females suggest that the increased bone formation observed in *Esr1*^*Nkx2-1Cre*^ females is central in origin, thus supporting the existence of a robust estrogen-sensitive neuroskeletal circuit.

### Altered *Kiss1* neuron transcripts in *Esr1*^*Nkx2-1Cre*^ females

To assess molecular changes in the ARC that are associated with upregulation of bone metabolism in *Esr1*^*Nkx2-1Cre*^ females, transcriptional profiling was performed. 

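RNA sequencing was performed on microdissected ARC from 3 control females, which carried the floxed *Esr1* alleles without Cre, and from 3 *Esr1* Nkx2-1Cre females, in which Cre expressed from the *Nkx2-1* promoter removes ERα. The mice were 15 weeks old according to the legend of Fig. 5a and 11 to 20 weeks old according to the methods, and 10 to 50 ng of total RNA was amplified per sample according to the methods against 50 ng in the sample labels. The authors mapped single-end 50 bp reads with TopHat2 and deposited the HTSeq count of reads on the exons of each of 24015 genes, without normalization. Control replicates 1, 2 and 3 held 14747944, 17877137 and 14046798 counts on genes. The mutant replicates held 11792440, 15741681 and 15166356. The counts were tested here for 15236 genes that passed edgeR's default filter on low counts, with TMM normalization and edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Levels of single genes are given as CPM, the count scaled by the library size after TMM normalization. With 3 females against 3, an exact two-sided permutation test of one gene cannot give a p-value under 0.1. *Esr1* itself was at 64.5, 57.5 and 48.5 CPM in control replicates 1, 2 and 3 and at 11.8, 9.55 and 7.06 CPM in the mutant replicates, a log2 fold change of -2.59 (standard error 0.18, adjusted *p* = 0.000884, edgeR's quasi-likelihood test). The gene lies on chromosome 10 from 5340927 to 5734948 on the minus strand of the NCBIM37 assembly, in the GENCODE annotation used here for the position of every gene. *Xist*, which is transcribed from the inactive X chromosome, was at 1670 CPM or more in all 6 samples, and no read was counted on the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Counts of 3 would have given between 0.175 and 0.248 CPM at these depths, a floor that covers counting error only.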

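With edgeR's quasi-likelihood test, 18 of the 15236 tested genes had an adjusted p-value under 0.05 between *Esr1* Nkx2-1Cre and control ARC, of which 9 were higher and 9 lower in the mutants. All 18 also had an absolute log2 fold change over 0.6, and in each of them the 3 mutant values lay on one side of the 3 control values. Before adjustment, 1349 genes had a p-value under 0.05. Among the genes that passed, the largest rises were those of *Cd36* (log2 fold change 2.97, standard error 0.29, adjusted *p* = 0.00387 from edgeR's test), *Nov* (2.86, standard error 0.28, adjusted *p* = 0.0377), *Penk*, *Cldn11* and *Dusp1*, and the largest falls were those of *Esr1*, *Rxfp1* (-2.33, standard error 0.15, adjusted *p* = 0.000297), *Slc6a3*, *Greb1* and *Olfm2*. The number of genes depended on the test. DESeq2, the tool named in the paper's methods, gave 191 genes at the same threshold, 97 higher and 94 lower, and all 18 genes were among them. The labels number the samples 1 to 3 in both genotypes, and with the replicate number as a block in the edgeR fit 123 genes passed, including 16 of the 18. The remaining genes, *Nov* and *Penk*, had adjusted p-values of 0.134 and 0.0626 in that fit. Deviations from the genotype means were correlated across genes with a mean r of 0.11 between samples of the same number and -0.06 between samples of different numbers. Deviations within a genotype sum to 0, so the second mean is fixed by the first and is no separate measurement. Of the 6 ways of pairing the mutants with the controls, a comparison chosen after seeing the data, 2 had a mean r of at least that of the labels' own, namely the labels' own and the 0.17 of control replicates 1, 2 and 3 paired with mutant replicates 1, 3 and 2. Both keep the replicates numbered 1 together, whose r of 0.28 was the largest of any control with any mutant. Genes are not independent replicates. Leaving out each sample in turn gave between 7 and 46 genes.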

Using microdissected female ARC tissue from controls and mutants, we defined ~180 DEG significantly changed in *Esr1*^*Nkx2-1Cre*^ mutants (Fig. 5a, b). Of those transcripts, 83% overlapped with genes that are known to be regulated by estrogen (Fig. 5c) as illustrated by loss of *Greb1*, a highly responsive ERα gene target^33^. 

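*Greb1* (chromosome 12, 16677421 to 16807692 on the minus strand) was at 16.2 ± 0.273 CPM (SD, n = 3) in controls and at 5.72 ± 0.629 CPM (SD, n = 3) in *Esr1* Nkx2-1Cre females. Its log2 fold change was -1.50 (standard error 0.15, adjusted *p* = 0.00387, edgeR's quasi-likelihood test), and it kept an adjusted p-value under 0.05 in all 6 fits that left out one sample, with log2 fold changes from -1.59 to -1.43. With the replicate number as a block, its adjusted p-value was 0.00297. The published lists of estrogen-regulated genes behind the overlap were not used here.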

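Transcripts that mark POMC and AgRP neurons were measured in the same libraries. *Pomc* (chromosome 12, 3954951 to 3960618) was at 173 ± 40.6 CPM (SD, n = 3) in controls and 226 ± 38.1 CPM in mutants, a log2 fold change of 0.38 (standard error 0.18, adjusted *p* = 0.597, edgeR's quasi-likelihood test). *Cartpt*, a peptide gene also expressed in POMC neurons, rose from 206 ± 4.32 to 294 ± 67.1 CPM, and every mutant was above every control, but its adjusted p-value was 0.300 with edgeR and 0.0380 with DESeq2. *Agrp* (chromosome 8, 108090600 to 108092198) had a log2 fold change of 0.13 (standard error 0.16, adjusted *p* = 0.869, edgeR), and *Npy*, which AgRP neurons co-express, had one of 0.30 (standard error 0.14, adjusted *p* = 0.590, edgeR). The log2 fold change of *Agrp* was -0.010 when control replicate 3 was left out. With the replicate number as a block, the adjusted p-values of *Pomc*, *Cartpt*, *Agrp* and *Npy* were 0.656, 0.157, 0.790 and 0.129. The published marker lists of these neurons were not used here.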

Strikingly, however, more than 100 differentially regulated transcripts were distinct from the well-characterized markers of either POMC or AgRP neurons (Fig. 5c and Supplementary Dataset 2). Among significantly downregulated genes, four transcripts are associated with dopaminergic neurons: the dopamine transporter *Slc6a3* (DAT), the synaptic vesicle glycoprotein *Sv2c*, the transcription factor *Nr4a2*, and the prolactin receptor *Prlr* (Fig. 5a). 

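*Slc6a3* (chromosome 13, 73674195 to 73716120) fell from 24.3 ± 4.19 CPM (SD, n = 3) in controls to 5.08 ± 0.631 CPM (SD, n = 3) in *Esr1* Nkx2-1Cre females, a log2 fold change of -2.25 (standard error 0.17, adjusted *p* = 0.000884, edgeR's quasi-likelihood test). It kept an adjusted p-value under 0.05 in all 6 fits that left out one sample. *Sv2c*, *Nr4a2* and *Prlr* were lower in every mutant than in every control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow), with adjusted p-values above 0.05 in edgeR's test. *Sv2c* (chromosome 13, 96729398 to 96902532) fell from 119.1 ± 30.2 to 56.3 ± 9.31 CPM, with a log2 fold change of -1.08 (standard error 0.21, adjusted *p* = 0.149, edgeR). *Nr4a2* (chromosome 2, 56959241 to 56976414) had a log2 fold change of -1.32 (standard error 0.21, adjusted *p* = 0.0643, edgeR), and *Prlr* (chromosome 15, 10106993 to 10303504), at 410 ± 34.2 CPM in controls and 271 ± 27.3 CPM in mutants, one of -0.60 (standard error 0.10, adjusted *p* = 0.0606, edgeR). DESeq2 gave adjusted p-values of 2.87e-06 for *Sv2c*, 9.90e-07 for *Nr4a2* and 2.79e-05 for *Prlr*. With the replicate number as a block in the edgeR fit, they were 0.271, 0.00301 and 0.0337. Further dopaminergic genes changed less. The log2 fold changes of *Th*, *Ddc* and *Slc18a2* were 0.22, -0.14 and -0.0053, with adjusted p-values of 0.618, 0.814 and 0.996 from edgeR's test, and that of *Slc18a2* changed sign in fits that left out one sample.

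**Figure D1:**
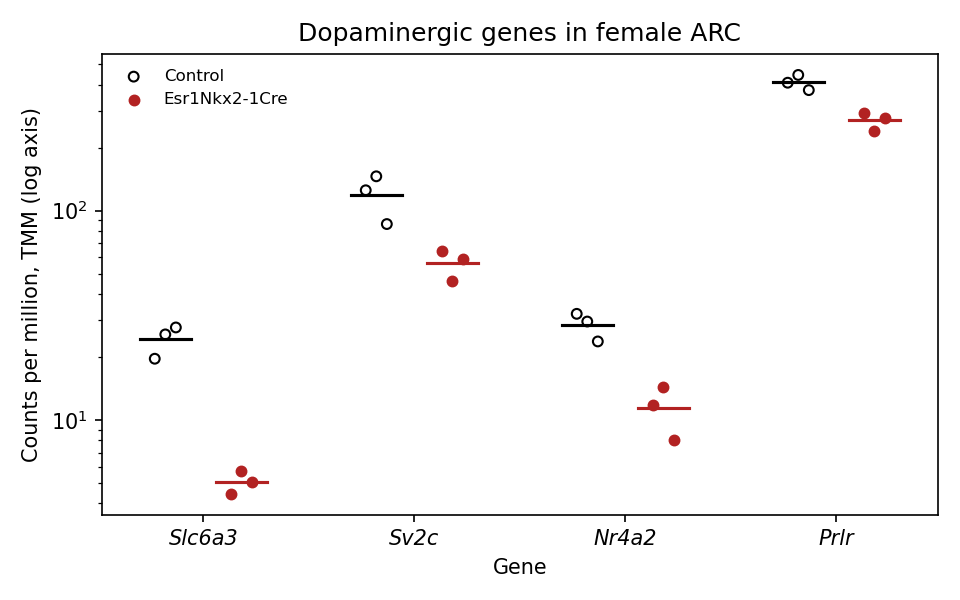
CPM after TMM normalization (log axis) of *Slc6a3*, *Sv2c*, *Nr4a2* and *Prlr* in each of 3 control (open black) and 3 *Esr1* Nkx2-1Cre (filled red) females, with a line at each group's mean. The mutant values of *Slc6a3* lie between 4.46 and 5.72 CPM and the control values between 19.6 and 27.7 CPM.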

After loss of ERα, *Slc6a3* is downregulated in the ARC consistent with *Slc6a3* upregulation by E2 in cultured cells^34^ (Fig. 5d, e). Accordingly, we find that the majority of DAT-positive neurons in the dorsal medial ARC coexpress ERα, by means of an *Slc6a3*^*Cre;Tdtomato*^ reporter line (Fig. 5e). 

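*Kiss1* (chromosome 1, 135218452 to 135226478) was at 1.94, 0.814 and 0.789 CPM in the 3 controls and at 9.49, 3.64 and 2.93 CPM in the 3 *Esr1* Nkx2-1Cre females, a log2 fold change of 2.16 (standard error 0.55, adjusted *p* = 0.258, edgeR's quasi-likelihood test). *Pdyn* (chromosome 2, 129512301 to 129525580) rose from 54.4 ± 11.3 CPM (SD, n = 3) to 112 ± 24.1 CPM (SD, n = 3), with a log2 fold change of 1.03 (standard error 0.19, adjusted *p* = 0.114, edgeR). *Tac2* (chromosome 10, 127162448 to 127168823) rose from 114 ± 13.9 to 200 ± 70.2 CPM, with a log2 fold change of 0.80 (standard error 0.25, adjusted *p* = 0.415, edgeR). In *Kiss1*, *Pdyn* and *Tac2* every mutant was above every control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). DESeq2 gave adjusted p-values of 0.00484 for *Kiss1*, 3.91e-06 for *Pdyn* and 0.00484 for *Tac2*. With the replicate number as a block in the edgeR fit, they were 0.0152, 0.347 and 0.266. Mutant replicate 1 had the highest level of all 3 genes. Without it, the log2 fold changes of *Kiss1*, *Pdyn* and *Tac2* were 1.47, 0.84 and 0.48, the lowest among the 6 fits that left out one sample. *Slc17a6* (chromosome 7, 58877200 to 58926495) was at 210 ± 69.0 CPM in controls and 257 ± 125 CPM in mutants, a difference smaller than its spread between females of one genotype (log2 fold change 0.30, standard error 0.50, adjusted *p* = 0.914 with edgeR and 1.00 with DESeq2). Its log2 fold change was -0.066 when mutant replicate 3 was left out.

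**Figure D2:**
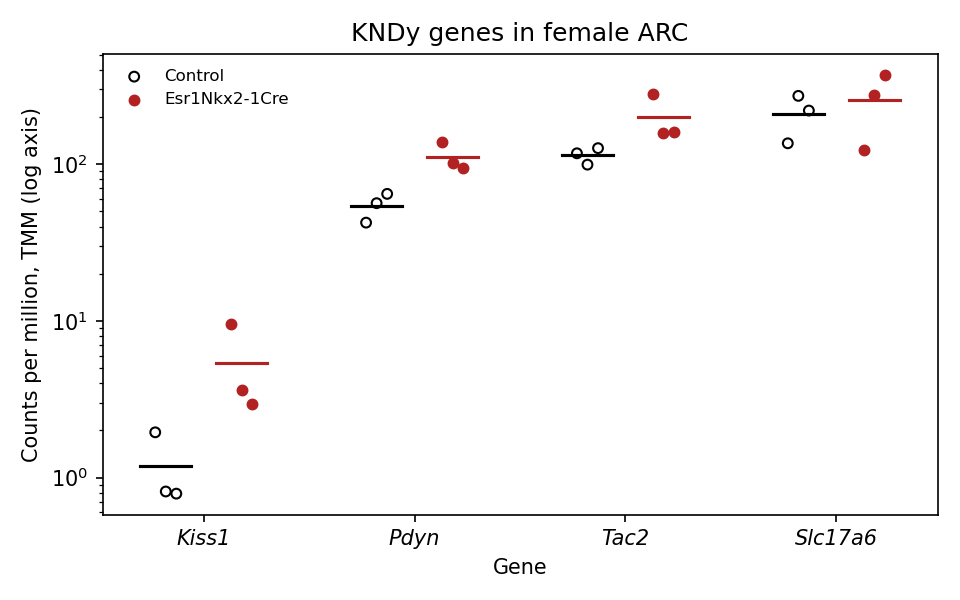
CPM after TMM normalization (log axis) of *Kiss1*, *Pdyn*, *Tac2* and *Slc17a6* in each of 3 control (open black) and 3 *Esr1* Nkx2-1Cre (filled red) females, with a line at each group's mean. *Kiss1* lies between 0.789 and 1.94 CPM in controls and between 2.93 and 9.49 CPM in mutants, and the values of *Slc17a6* overlap.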

Another triad of DEGs is *Kiss1*, *Pdyn*, and *Tac2* (Fig. 5b) that together with the glutamate transporter *Slc17a6* define KNDy (Kisspeptin, Neurokinin B, Dynorphin) ARC neurons^35,36^. As expected and based on the dynamic transcriptional repression of KNDy markers by estrogen^20^, both *Kiss1* and *Pdyn* are elevated in *Esr1*^*Nkx2-1Cre*^ mutants (Fig. 5d).

**Fig. 5:**
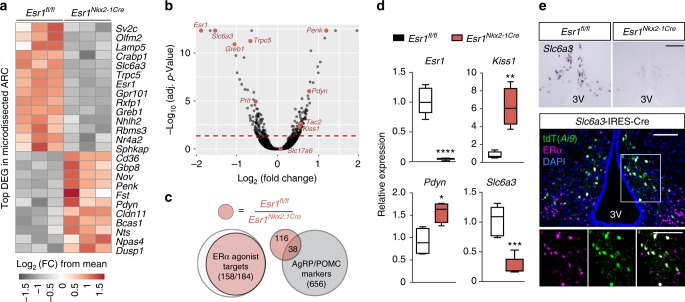
Bone formation correlates with changes in KNDy and DAT ARC neurons. **a** Heat map of top 25 most significant DEGs in ARC of *Esr1*^*fl/fl*^ (*n* = 3) and *Esr1*^*Nkx2.1Cre*^ females (*n* = 3) (15 weeks). **b** Volcano plot of data set with highlighted genes (red). Dashed red line represents significance cutoff with adjusted *p* value < 0.05). **c** Overlap of DEGs with adjusted *p* value < 0.05 and |log2 fold change| > 0.6 between ARC from *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2.1Cre*^ mice (red) with identified ERα agonist-responsive transcripts (white)^61,62^ and with identified markers of AgRP and POMC neurons (grey)^63^. **d** Expression of *Esr1*, *Kiss1*, *Pdyn*, and *Slc6a3* measured by qPCR (*n* = 4–6 per genotype with controls as open boxes and *Esr1*^*Nkx2.1Cre*^ females as red boxes; (center line = median; bounds are minimum to maximum). **e** Representative ISH of *Slc6a3* in ARC and confocal image of ARC co-labeled with *Slc6a3* reporter (*Ai9*, tdT), ERα and DAPI. Image scale bars for top and bottom panels = 100 µm. Student’s unpaired *t* test (**d**). Error bars are ±SEM. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001

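For the 25 genes of the heat map, the 3 *Esr1* Nkx2-1Cre values of each gene lay on one side of the 3 control values, with 14 genes lower and 11 higher in the mutants. Their log2 fold changes ran from -2.59 to 3.16. With edgeR's quasi-likelihood test, 14 of the 25 had an adjusted p-value under 0.05, and the largest adjusted p-value among them was 0.191. With DESeq2, all 25 passed. The legend describes them as the most significant genes of these same libraries, so their separation and their passing are no independent check. Of the 25 genes with the smallest p-values in edgeR's test, 16 were among those of the heat map. The title of Fig. 5 states that bone formation goes together with changes in KNDy and DAT neurons of the ARC. That figure also shows qPCR, in situ hybridization and imaging of a reporter.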

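At an adjusted p-value under 0.05 and an absolute log2 fold change over 0.6, DESeq2 without shrinkage of the fold changes gave 130 genes and DESeq2 with its beta prior, which shrinks them, gave 52. In the paper's Supplementary Data 2, 184 genes have an adjusted p-value under 0.05, and 53 of these also have an absolute log2 fold change over 0.6. All 184 were in edgeR's test, had the same sign there and had a p-value under 0.05 before adjustment. These genes had been selected with DESeq2 on the same libraries, so their sign and p-values in edgeR's test are no independent check.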

### Deleting ERα signaling in *Kiss1* cells elevates bone mass

Given that the gene signature of KNDy neurons is altered in *Esr1*^*Nkx2-1Cre*^ females, we deleted ERα in *Kiss1* cells (*Esr1*^*Kiss1-Cre*^) using a *Kiss1-Cre-GFP* knockin allele to ask if we might identify which estrogen-responsive ARC neurons drive the robust female bone phenotype. As the majority of *Kiss1* neurons share a common lineage with *POMC* neurons in development^37^, we also deleted ERα in *POMC* neurons (*Esr1*^*POMC-Cre*^). While ERα was partially ablated in the *Esr1*^*POMC-Cre*^ ARC, we failed to detect a trabecular or cortical bone phenotype previously reported for *Esr1*^*POMC-Cre*^ females^7^ (Fig. 6a and Supplementary Figures 6A, B); our negative results could stem from strain, dosage or transmission (paternal versus maternal) differences. In stark contrast, after confirming loss of ERα in all *Kiss1* ARC neurons in *Esr1*^*Kiss1-Cre*^ females (Fig. 6b and Supplementary Figure 6C), both juvenile and older mutant females displayed a striking increase in bone mass that was easily visualized by the naked eye (Fig. 6c), with values reaching 88% BV/TV for the distal femur; mutant L5 vertebrae and cortical bone mass were similarly affected (Fig. 6d and Supplementary Figure 6D). The striking elevation in bone density in *Esr1*^*Kiss1-Cre*^ females exceeded the observed bone mass in *Esr1*^*Nkx2-1Cre*^ females at all ages, perhaps reflecting the narrow versus broad expression of these two different Cre drivers. Similar to *Esr1*^*Nkx2-1Cre*^ mice the bone phenotype is limited to females and appears to be independent of high E2 levels (Fig. 6d and Supplementary Figure 6E), consistent with the findings that deleting ERα with other *Kiss1-Cre* knockin alleles accelerates pubertal onset in female mice without altering negative feedback^19,38^. Although E2 levels were unchanged in juvenile *Esr1*^*Kiss1-Cre*^ at 4.5–19 weeks, it is possible that the higher average volumetric bone mass for the distal femur observed in *Esr1*^*Kiss1-Cre*^ compared to *Esr1*^*Nkx2-1Cre*^ females (79 ± 4.8 versus 52 ± 4.5 %BV/TV) results from the premature postnatal LH surge, as noted by others^19,39^. As might be predicted with extremely dense bone and probable bone marrow failure, spleen weights and markers of extramedullary hematopoiesis (indicated by megakaryocytes) increase significantly in females (Fig. 6e and Supplementary Figure 6F). Taken together, the contrasting bone phenotypes observed in *Esr1*^*Kiss1-Cre*^ and *Esr1*^*POMC-Cre*^ infer that this female-specific brain-to-bone pathway is mediated by a subset of *Kiss1* neurons that arise independently of the POMC lineage^37^. Collectively, our data also suggest that disrupting the transcriptional output and activity of KNDy neurons breaks a brain–bone homeostatic axis that would normally restrain anabolic bone metabolism.

**Fig. 6:**
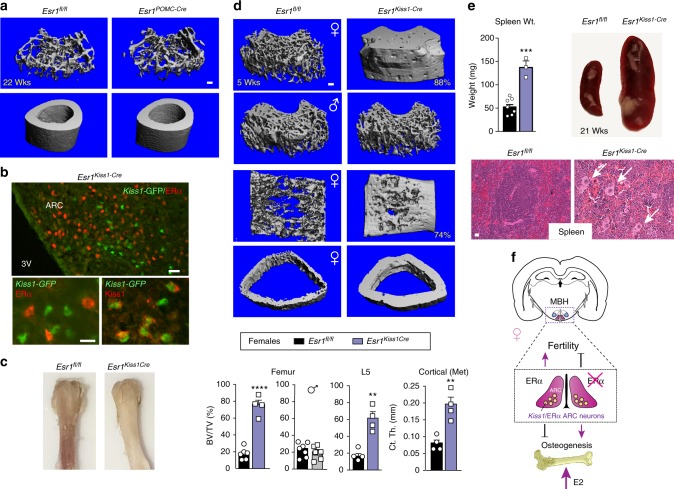
Deletion of ERα in *Kiss1* neurons elicits an increase in bone mass. **a** Representative μCT images of femoral and cortical bone for *Esr1*^*fl/fl*^ (*n* = 3) and *Esr1*^*PomcCre*^ (*n* = 3) at 22 weeks of age. **b** Representative images demonstrating loss of ERα (red) in Cre-GFP-expressing *Kiss1* neurons stained for either GFP (green) or KISS1 (red) in the female ARC. Scale bars = 25 µm (top panel) and 10 µm (bottom panels). **c** Photograph of *Esr1*^*fl/fl*^ and *Esr1*^*KissCre*^ female femurs at 6 weeks of age. **d** μCT images of the distal femur, L5 vertebrae and cross section of cortical bone at metaphysis in *Esr1*^*fl/fl*^ (black) control and *Esr1*^*KissCre*^ mutant females (purple) as well as the distal femur from males (grey, 4.5 weeks). %BV/TV for female distal femur controls (*n* = 6) and mutants (*n* = 4), for L5 controls (*n* =  4) and mutants (*n* = 4), and the cortical thickness at metaphysis for controls (*n* =  4) and mutants (*n* = 4). %BV/TV for male distal femur controls (*n* = 7) and mutants (*n* = 6) males. **e** Spleen weights of younger (4–12 weeks) *Esr1*^*fl/fl*^ (*n* = 7) and *Esr1*^*KissCre*^ (*n* = 3) and images of spleen from a control and a mutant female at 21 weeks of age. Representative images of (20×) H&E stained spleens from control and mutant females at 21 weeks. White arrows point to megakaryocytes. **f** Schematic showing the positive and negative roles of central estrogen signaling in ARC^Kiss1^ neurons on fertility and bone, respectively. Error bars are ±SEM. Unpaired Student’s *t* test (**d**, **e**). ^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001. Scale bars = 100 μm

## Discussion

Our investigation to understand the complex role of estrogen signaling in the MBH establishes that ERα-expressing *Kiss1* ARC neurons are central to restraining a powerful brain–bone axis in female mice. This assertion stems from the sex-dependent, high bone mass phenotype that emerged from three independent, intersectional strategies that target central ERα signaling. When compared with other mouse models that alter bone remodeling, several prominent features emerge from our results. In particular, the only model that, to our knowledge, rivals the magnitude of volumetric bone density increase observed in *Esr1*^*Kiss1-Cre*^ and *Esr1*^*Nkx2-1Cre*^ females is the sclerostin null (*Sost*^−/−^) mouse^40,41^. However, the *Sost*^−/−^ bone phenotype is observed in both sexes and the connectivity density is substantially lower^40^. Moreover, we find that selectively removing ERα in the ARC of older, estrogen depleted females results in an impressive ~50% increase in bone density, indicating a potential therapeutic value in manipulating this female neuroskeletal circuit. Disrupting this neuroskeletal circuit enhances genetic pathways associated with osteogenesis and results in fully functional mature bones with exceptional strength. When considered alongside the well-established role of peripheral estrogen in the prevention of bone loss^42^, our findings illustrate that the same hypothalamic neurons used to restrain the onset of puberty also inhibit anabolic bone metabolism in females. We speculate that once this female ERα-dependent brain-to-bone pathway is disturbed, energetic resources are funneled into bone and diverted away from reproduction and energy expenditure (Fig. 6f).

*Kiss1* hypothalamic neurons can be categorized as either KNDy in the ARC or Kiss1 in the rostral ARC (AVPV). Multiple labs report that Kiss1 and KNDy subtypes are distinguished by their neuronal excitability^21,22^, projections^43^, and regulatory function of ERα, including a role of nonclassical, non-ERE action^44^. At this juncture, we know that deleting ERα with a *Kiss1-Cre* knock-in allele, which will target the ARC and AVPV, as well as other tissues, triggers an incredibly robust female high bone mass phenotype. When coupled with a similar phenotype observed in ERαKO^ARC^, and the residual ERα expression in the AVPV of *Esr1*^*Nkx2-1Cre*^ females, we reason that it is not Kiss1 AVPV neurons, but KNDy ARC neurons that regulate this sex-dependent brain-to-bone connection. Whether there are functionally distinct KNDy ARC neuronal subpopulations critical for this brain-to-bone pathway remains to be determined. It is possible that the source of this brain-to-bone pathway might stem indirectly from KNDy neurons regulating POMC tone, that then influence bone remodeling^45^. Given that prodynorphin, a marker of KNDy ARC neurons is suppressed by estrogen, but not by tamoxifen^46^, one might also speculate that some of the bone-sparing effects of this selective ERα modulator^47^ stem from its antagonist activity in the ARC.

The precise neuronal or humoral signals that promote the high mass bone phenotype in *Esr1*^*Nkx2-1Cre*^, *Esr1*^*Kiss1-Cre*^, and ERαKO^ARC^ females remain to be determined. However, we note that this phenotype is independent of changes to leptin or E2 and is not directly influenced by ERα neurons in the VMHvl. In this respect, our results differ from prior reports linking leptin deficiency to high trabecular bone mass^48^ via a circuit involving suppression of serotonergic signaling in the VMH^49^ or direct effects of leptin on bone^50^. Moreover, while lower sympathetic output in the MBH can lead to mild increases in cortical and trabecular bone over months^51^, the high bone density phenotype in *Esr1*^*Nkx2-1Cre*^ and *Esr1*^*Kiss1-Cre*^ females arises as early as 4 weeks, and all measured parameters of sympathetic tone (e.g., circulating ACTH, catecholamines, markers of changed sympathetic tone in either bone or BAT) are not significantly different in mutant females (Supplementary Figures 2F, G and Supplementary Figure 3C and Supplementary Table 1). Importantly, the elevated bone mass in mutant females does not appear to be caused from impaired bone resorption as no change in tartrate-resistant acid phosphatase (TRAP) staining was observed in mutant female femoral bone. That sclerostin, a known repressor of bone metabolism is elevated in *Esr1*^*Nkx2-1Cre*^ mutants implies that their massive increase in female volumetric bone mass is independent of sclerostin. Thus, we conclude  that the high bone mass in our mouse models results from activation of a potent signaling pathway that promotes bone formation by a humoral mechanism and is initiated in the brain.

Our findings raise an interesting question: why have a female-specific ERα brain–bone pathway that counteracts the positive effects of peripheral estrogen on bone remodeling? One clue is provided by the global role of ERα signaling in the MBH, which is to allocate energetic resources to initiate and preserve reproduction. Based on our loss-of-function studies, we conclude that ERα signaling in MBH neurons regulates energy expenditure in this way, by promoting locomotion, generating heat via adaptive BAT thermogenesis, and preserving energy and calcium stores by preventing excessive bone building, without altering food intake. It is important to note that the high bone phenotype degrades far less in older intact mutant females (52% bone loss) compared to OVX mutant females (75% bone loss), as our data show for 54–74-week-old females. Collectively, these data imply that disrupting the brain-to-bone pathway is unable to counteract fully the significant bone loss due to estrogen depletion. However, understanding how *Esr1*^*Nkx2-1Cre*^ mutants females are able to preserve much of their bone during aging is clearly relevant to future translation of these basic findings. As such, our work defines central regulation of bone metabolism, alongside reproduction and energy balance, as a fundamental determinant of female physiology. This estrogen-sensitive neuroskeletal axis is likely to be relevant during the prepubertal growth spurt in humans and in late stages of pregnancy, when gonadal steroids are low or high, respectively.

In the course of our study, we also found that *Slc6a3* encoding DAT is highly responsive to estrogen and marks a subset of dorsal medial ERα ARC neurons. Although *Kiss1* neurons appear to be sufficient in mediating the central effects of ERα on bone, defining the contribution of DAT ARC neurons to this circuit awaits development of better genetic tools. Unfortunately, consistent with earlier studies showing limited efficacy of *Slc6a3-Cre* in the hypothalamus^52,53^, ERα remained intact in DAT + ARC neurons in *Esr1* ^*Slc6a3Cre*^ mice. Because dopaminergic ARC neurons are modulated by Kiss1^54^, it will be of interest to determine how these two estrogen-responsive ARC modules communicate to coordinate female bone and energy metabolism before, during, and after pregnancy.

In summary, our work reveals an unprecedented sex-dependent bone phenotype and provides unequivocal proof of brain-to-bone signaling^55^. Furthermore, our findings demonstrate the importance of central estrogen signaling (which exists in a coregulatory system with peripheral estrogen) in the maintenance of bone homeostasis in females. Breaking this neuroskeletal homeostatic circuit in young and old females promotes anabolic bone metabolism and provides a model for further mechanistic investigations that might eventually provide opportunities to counteract age-related osteoporosis in both women and men.

## Methods

### Mice

The origin of the *Esr1*^*fl/fl*^ allele on a 129P2 background and used to generate *Esr1*^*Nkx2-1Cre*^ mice are described in ref. ^11^ and were maintained on CD-1;129P2 mixed background. *Esr1*^*POMC-Cre*^ and *Esr1*^*Kiss1-Cre*^ mice were generated by crossing male mice harboring a single copy of the *Pomc-Cre* transgene (official allele: *Tg(Pomc1-cre)16Lowl/J*) or the *Kiss1-Cre-GFP* knockin allele to *Esr1*^*fl/fl*^ females (official allele: *Esr1*^*tm1Sakh*^). *Pomc-Cre* transgenic mice were obtained from C. Vaisse (UCSF). *Esr1*^*POMC-Cre*^ mice were maintained on a mixed FVB/N, CD-1, 129P2, and C57BL/6 genetic background. The knockin *Kiss-Cre:GFP* (version 2) on a C57BL/6 background was a gift from R. Steiner and R. Palmiter (UW). *Esr1*^*Kiss1-Cre*^ mice were maintained on a mixed C57BL/6; CD-1;129P2 genetic background^56^. *Esr1*^*fl/+*^;*Ai14*^*fl/+*^;*Nkx2-1Cre* mice were generated by crossing *Esr1*^*fl/+*^;*Ai14*^*fl/f*l^ reporter females with *Esr1l*^*fl/fl*^*; Nkx2-1Cre* males. The *Slc6a3*^*Cre*^*;Ai9*^*fl/+*^ reporter line was a gift from by R. Edwards (UCSF). Primer sequences used for genotyping can be found in (Supplementary Table 2). For assessment of bone mass in estrogen depleted OVX females, OVX females, ovariectomy was performed between 8 and 25 weeks. For assessment of bone mass in androgen depleted male mice, mice were castrated at 3 weeks of age and bone mass was assessed by MicroCT 4 weeks later. Mice were maintained on a 12 h light/dark cycle with ad libitum access to food and to standard chow diet (5058; LabDiet, 4% fat). All animal procedures were performed in accordance with UCSF institutional guidelines under the Ingraham lab IACUC protocol of record.

### Metabolic analysis

Comprehensive Laboratory Animal Monitoring Systems (CLAMS) measured O_2_ consumption, CO_2_ exhalation, total movement (total beam breaks; *X*- and *Y*-axes), ambulatory movement (adjacent beam breaks; *X*- and *Y*-axes), and rearing (total beam breaks; *Z-*axis) at 14 min intervals. Food intake for experiments done with *Esr1*^*Nkx2-1Cre*^ mice and female ERαKO^VMHvl^ or ERαKO^ARC^ was determined via CLAMS. Mice were housed in CLAMS for 96 h; the first 24–48 h period of acclimation was not included in analyses. Each experimental cohort VO_2_ measurements were standardized to lean mass. All CLAMS analyses in females were performed in intact animals. EchoMRI were used to measure body composition. DEXA was used to measure BMD and bone mineral content.

### RNA isolation and qPCR

Tissue was collected, cleaned of excess tissue and homogenized in TRIzol (Invitrogen). RNA was isolated using chloroform extraction. cDNA was synthesized using the Applied Biosystems High-Capacity cDNA Reverse Transcription Kit. Whole femur samples were cleaned of excess tissue, endplates removed, minced and placed in TRIzol. Bone marrow was flushed from femoral samples using 1% HBSS. RNA was isolated using chloroform extraction for all tissues. cDNA was synthesized with random hexamer primers with the Affymetrix reverse transcriptase kit (Affymetrix). Quantitative polymerase chain reaction (qPCR) expression analysis in femoral samples was performed using SYBR Green. Values were normalized to either *36b4*, *mCyclo*, or *Gapdh*. Sequences for primer pairs can be found in (Supplementary Table 3).

### Rotarod

Age and weight-matched female *Esr1*^*fl/fl*^ and *Esr1*^*Nkx2-1Cre*^ mice were tested on a rotating rod (UGO Basile) to assess motor coordination. Prior to data collection mice were trained on how to hold onto the rotating log. At the time of measurement, mice were placed on the rotarod and the speed (rotations/min) gradually increased over a 5-min period. The test ended when the mice fell off the rotarod. The time in seconds at the moment of release was recorded. Mice were subjected to 6 trials over 2 days (3 trials/day).

### Grip strength

We measured forelimb grip strength using the Grip Strength Meter (Chatillion, Columbus Instruments, OH, USA). Briefly, prior to data collection, mice were trained on holding the instrument grids for grip strength measurement. Animals were held by the tail, directed and allowed to grasp a steel grip gauge with forelimbs only. After gripping the steel grip gauge, mice were gently and steadily pulled away until the grip was released. The force measured at time of grip release was recorded as grip strength. Measurements obtained were calculated as the average of three measurements.

### Immunohistochemistry

Immunohistochemistry was performed on cryosections (20 µm) collected from brains fixed in 4% paraformaldehyde using standard procedures. ERα staining used rabbit polyclonal anti-ERα antibody (EMD Millipore, Billerica, MA cat # C1355) or mouse monoclonal ERα antibody (Abcam, Cambridge cat # 93021) at a dilution of 1:1000 or 1:100, respectively. GFP staining used anti-GFP antibody (Novus Biologicals, Littleton, CO cat # NB100-1614) at 1:2500. Kisspeptin staining used rabbit polyclonal anti-KISS1 at a dilution of 1:200 (Abcam, Cambridge cat # ab19028). Confocal images were taken using a Nikon Ti inverted fluorescence microscope with CSU-22 spinning disk confocal.

### In situ hybridization

*Slc6a3* cDNA for in vitro transcription of digoxigenin (DIG)-labeled riboprobe was generated by PCR amplification (forward primer: 5-TTCCGAGAGAAACTGGCCTA-3 and reverse primer: 5-TGTGAAGAGCAGGTGTCCAG-3) from a brain mRNA library. In situ hybridization (ISH) was performed on 20 μm sections using standard protocols^57^. The DIG-riboprobe was hybridized overnight at 65 °C. Following washing and blocking, sections were incubated overnight with anti-DIG-AP (1:2000) (Roche) at 4 °C. AP signal was developed using BM Purple (Roche).

### Serum measurements

For measurements of E2 or T, nonpolar metabolites from plasma were extracted in 1 ml of PBS with inclusion of internal standards C12:0 monoalkylglycerol ether (MAGE) (10 nmol, Santa Cruz Biotechnology) and pentadecanoic acid (10 nmol, Sigma-Aldrich) and 3 ml of 2:1 chloroform:methanol. Aqueous and organic layers were separated by centrifugation at 1000 × *g* for 5 min and the organic layer was collected, dried under a stream of N2 and dissolved in 120 ml chloroform. A 10 μL aliquot was injected onto liquid chromatography/mass spectrometry (LC/MS) and metabolites were separated by LC^58^. MS analysis was performed with an electrospray ionization source on an Agilent 6430 QQQ LC–MS/MS (Agilent Technologies) with the fragmentor voltage set to 100 V, the capillary voltage was set to 3.0 kV, the drying gas temperature was 35 °C, the drying gas flow rate was 10° l/min, and the nebulizer pressure was 35 psi. Metabolites were identified by SRM of the transition from precursor to product ions at associated optimized collision energies and retention times^58^. Metabolites were quantified by integrating the area under the curve, then normalized to internal standard values and values determined by comparison to a standard curve of each metabolite of interest run simultaneous to the experimental samples.

Plasma leptin was measured using the mouse Leptin Elisa Kit (Chrystal Chem). Circulating pituitary hormones, bone markers, and plasma catecholamines were measured by the VUMC Hormone Assay and Analytic Services Core. Briefly, levels of serum pituitary and thyroid hormones were measured by radioimmunoassay. Bone markers were measured by the Millipore bone metabolism mulitplex fluorescent Luminex Assay. For catecholamine analysis, plasma was collected in the afternoon and immediately treated with EGTA–glutathione and subsequently measured by high-performance liquid chromatography.

### Histology

Tissue was collected and cleaned of excess tissue and fixed in 4% paraformaldehyde and embedded in paraffin. For BAT, ovary and spleen 5 µm sections were cut, processed, stained with hematoxylin and eosin (H&E) and bright field images were taken using the Luminera Infinity-3. Femoral samples were cleaned of soft tissue, fixed in 4% PFA and demineralized in 10% EDTA for 10–14 days before being embedded in paraffin wax. Sections measuring 5 µm were then cut using the Leica RM2165 and subsequently stained with H&E or stained with TRAP. Photoshop software was used to remove background in nontissue areas for images taken of ovaries and distal femurs.

### Stereotaxic delivery of AAV2

Adeno-associated virus sereotype 2 (AAV2) from UNC Vector Core was injected bilaterally into isoflurane-anesthetized 9–16-week-old adult *Esr1*^*fl/fl*^ female mice. VMH coordinates: A–P: −1.56 mm from Bregma; lateral: ±0.85 mm (millimeters) from Bregma; D–V: −5.8 mm from the skull; ARC coordinates: A–P: −1.58 mm from Bregma; lateral ±0.25 mm from Bregma; D–V: −5.8 mm from the skull. AAV2-virus was injected bilaterally into adult *Esr1*^*fl/fl*^ 19–24 week-old-female mice 5–8-week post-OVX. Buprenorphine (0.1 mg/kg i.p.) was provided as analgesia after surgery and as needed. For animals receiving AAV2-Cre, an *n* of at least 12 was used to ensure a large enough sample size considering anticipated misses or miss-targeting of AAV2 virus. Misses were characterized as no ablation of ERα in the VMH or ARC in AAV2-Cre groups.

### Micro-computed tomography

Volumetric bone density and bone volume were measured at the right femur, tibio-fibular joint, or midshaft, and L5 vertebrae using a Scanco Medical µCT 50 specimen scanner calibrated to a hydroxyapatite phantom. Briefly, samples were fixed in 10% phosphate-buffered formalin and scanned in 70% ethanol. Scanning was performed using a voxel size of 10 mm and an X-ray tube potential of 55 kVp and X-ray intensity of 109 µA. Scanned regions included 2 mm region of the femur proximal to epiphyseal plate, 1 mm region of the femoral mid-diaphysis and the whole L5 vertebrae.

Longitudinal live animal µCT imaging was performed using a Scanco Medical vivaCT 40 preclinical scanner. Animals were anesthetized and a 2 mm region of the distal femur was scanned. Similarly, a trabecular bone compartment of 1 mm length proximal to the epiphyseal plate was measured. Cortical parameters were assessed at the diaphysis in an adjacent 0.4 mm region of the femur.

In both specimen and in vivo scanning, volumes of interest were evaluated using Scanco evaluation software. Representative 3D images created using Scanco Medical mCT Ray v4.0 software. Segmented volume of trabecular bone presented from anterior perspective and ventral side of vertebrae. Segmented volume of cortical bone presented as transverse cross-sectional image. For image acquisition of whole femur, bones were dissected, cleaned of any soft tissue, imaged with iPhone 8 and then cropped and edited in Photoshop CC.

### Biomechanical strength tests

Right femurs underwent three-point bend test using the ElectroForce 3200 mechanical load frame. Lower supports were separated by a span of 8 mm to support two ends of the specimen. The testing head was aligned at the midpoint between the supports. Femurs were preloaded to a force of 1 N then loaded at a rate of 0.2 mm/s. Loading was terminated upon mechanical failure, determined by a drop in force to 0.5 N. Force displacement data collected every 0.01 s. Load-to-failure tests were performed to measure the uniaxial compressive strength of the L5 vertebral bodies. Before testing, the posterior elements and endplates were removed from the vertebrae, resulting in vertebral bodies with plano-parallel ends. Tests included five preconditioning cycles to 0.3% strain followed by a ramp to failure at a rate of 0.5% strain/sec. Vertebral strength was defined as the maximum compressive force sustained during the tests. All tests were performed at room temperature using an electro-mechanical load frame (Electroforce 3200; Bose, Eden Prairie, MN).

### Dynamic histomorphometry

To determine bone formation and mineralization, females (age 12–14 and 33 weeks) were injected with 20 mg/kg of calcein (Sigma-Aldrich, St. Louis, MO, USA) 7 days before euthanasia along with 15 mg/kg of demeclocycline (Sigma-Aldrich) 2 days before euthanasia. Bones were fixed in 4% formalin. Before histomorphometric analysis, mosaic-tiled images of distal femurs were acquired at ×20 magnification with a Zeiss Axioplan Imager M1 microscope (Carl Zeiss MicroImaging) fitted with a motorized stage. The tiled images were stitched and converted to a single image using the Axiovision software (Carl Zeiss MicroImaGing) prior to blinded analyses being performed using image-analysis software (Bioquant Image Analysis Corp., Nashville, TN, USA). The dynamic indices of bone formation within the same region that were measured on 10-mm sections and percent mineralizing surface (MS/BS), MAR, and surface-based BFR/BS were determined by Bioquant OSTEO software.

### Microdissection and profiling of the ARC and bone marrow

Flushed bone marrow was obtained as described above from control and mutant female femur at 4.5 weeks of age. Microdissected ARC tissue was obtained from control and mutant female mice (11–20-week old) using the optic chiasm as a reference point, a 2 mm block of tissue containing the hypothalamus was isolated with a matrix slicer. Microdissection techniques were validated by enrichment for *AgRP*, *Cited* 1 (ARC), and absence of *Tac1*, *Cbln1* (VMH). 

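Of the ARC markers, *Agrp* was at 33.2 ± 6.44 CPM (SD, n = 3) in controls and 36.4 ± 5.47 CPM (SD, n = 3) in *Esr1* Nkx2-1Cre females, and *Cited1* at 65.9 ± 7.12 and 67.0 ± 8.58 CPM. Of the VMH markers, *Tac1* was at 50.3 ± 9.95 and 34.5 ± 5.65 CPM. *Cbln1* was at 11.7, 49.1 and 32.1 CPM in control replicates 1, 2 and 3 and at 18.3, 75.4 and 77.7 CPM in the mutant replicates, higher in each mutant than in the control of the same number. Its log2 fold change was 0.89 (standard error 0.79, adjusted *p* = 0.821, edgeR's quasi-likelihood test), and with the replicate number as a block it was 0.86 (standard error 0.14, adjusted *p* = 0.0435, edgeR). Among the 15236 tested genes, the levels of *Cbln1* ranked from the 39.3 to the 79.6 percentile and those of *Agrp* from the 57.3 to the 66.5 percentile. Tissue from outside the ARC was not analysed here, so no enrichment was computed.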

For both bone marrow and ARC, total RNA was purified using the PureLink RNA Mini Kit (Invitrogen, Waltham MA). Amplified cDNA was generated from 10 to 50 ng of total RNA using the Ovation RNA-Seq System V2 or Trio (Nugen, San Carlos, CA). For the ARC, cDNA was fragmented to 200 bp using a Covaris M220 sonicator (Covaris, Woburn, MA). For the ARC, barcoded sequencing libraries were prepared from 100 ng of fragmented cDNA using the Ovation Ultralow System V2 (Nugen, San Carlos, CA) and single-end 50 bp reads sequenced from the multiplexed libraries on the HiSeq 4000 (Illumina, San Diego, CA) at the UCSF Center for Advanced Technologies. For ARC and bone marrow samples, sequencing generated reads were mapped to the mouse genome (NCBI37/mm10) using TopHat2. Reads that mapped to exons in annotated genes were counted using HTSeq^59^. 

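The counts were also tested with DESeq2 with its beta prior, on 22495 genes with at least 1 count in any sample. Of the 1996 genes of the paper's Supplementary Data 2 that were read here, all 1996 had a mean normalized count within 0.1% of the paper's value, and the median absolute difference in log2 fold change was 0.000867. An adjusted p-value under 0.05 was found for 187 genes, of which 182 are among the 184 in the paper's table. *Esr1* had a log2 fold change of -1.86 (standard error 0.14) in that fit and *Kiss1* one of 0.52 (standard error 0.13).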

Final quantification and statistical testing of differentially expressed genes (adjusted *p* value < 0.05) was performed using DESeq2^60^.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

All data supporting this publication are available from the authors upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Deep sequencing data that support the findings of this study are archived under GEO accession numbers [GSE122055 and GSE122291]. Mouse lines may be made available upon request.

# Supplementary material for: Estrogen signaling in arcuate Kiss1 neurons suppresses a sex-dependent female circuit promoting dense strong bones
**Source:** Nat Commun. 2019 Jan 11;10:163. doi: 10.1038/s41467-018-08046-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data File 1

**Description:** DEGs in bone marrow of Esr1Nkx2-1Cre females

**File Name:** Supplementary Data File 2

**Description:** DEGs in microdissected ARC of Esr1Nkx2-1Cre females.

How the deposited data were processed for this re-analysis (not part of the article)

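RNA from microdissected ARC of 3 control and 3 *Esr1* Nkx2-1Cre females was amplified and sequenced. The authors mapped the reads with TopHat2, counted them on genes with HTSeq and deposited the counts, 1 value for each of 24015 gene symbols per sample, without normalization. The paper names its genome build NCBI37/mm10, which joins the names of different assemblies, and the counts carry no coordinates. Positions given here are those of the GENCODE annotation of NCBIM37, matched by gene symbol, and genes with no single match there are given without a position.

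Samples were grouped by the genotype and replicate number in their labels. The comparison was mutant against control, with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The test was edgeR's quasi-likelihood test with robust estimates of the dispersions, TMM normalization and the default filter on low counts, which 15236 genes passed. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The paper used DESeq2, which was run as an alternative. The rule for the genes named was fixed before the data were examined, except for the VMH and pituitary genes of the closing observations, which were picked after seeing their values. The rule takes the genes the paper names for the ARC, *Npy*, *Cartpt*, *Th*, *Ddc*, *Slc18a2*, *Nkx2-1*, *Xist* and Y-linked genes, the 5 largest rises and 5 largest falls among genes past the threshold that separated the genotypes, and up to 4 members of each marker set past the threshold, those with the highest level. The lists of marker genes were written before the counts were examined but after the paper's Supplementary Data 2 had been read. Marker sets were tested with limma's camera with a preset inter-gene correlation of 0.01.

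Total counts on genes were between 11792440 and 17877137 per sample, and 3 counts correspond to between 0.175 and 0.248 CPM after TMM normalization. Reads without molecular identifiers are not independent molecules, and this floor covers counting error only. Chi-square statistics per degree of freedom between pairs of samples were between 6.60 and 29.6, so no pair differed by as little as sampling noise. The pairing tested with a replicate block comes from the replicate numbers in the labels, which are the same in both genotypes. The paper does not say that the samples were paired.

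The tests were checked on counts simulated 5 times from the real means, library sizes and dispersions of 15236 genes, with 200 genes changed each time. EdgeR recovered 65.2% of the changed genes, 33.4% of those changed by 0.6 on the log2 scale, 72.5% of those changed by 1 and 90.0% of those changed by 2. Of the genes edgeR called, 10.4% were unchanged in the simulation, more than the 5% the threshold stands for. The shares were 18.8% for DESeq2, 16.9% for edgeR with the replicate block and 8.84% for limma voom. The simulation held no variation shared by the genes of a sample, such as the extent of the dissection. The shares recovered and the shares unchanged may therefore differ in the real data. Camera called a shifted set in 5 of 5 simulations and no unchanged set, but genes were simulated independently of one another.

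The alternatives set before the data were examined were RLE normalization, DESeq2 without and with its beta prior, limma voom, a minimum of 1 count in any sample, a minimum of 10 counts in every sample, the replicate block, each sample left out in turn and, for the marker sets, an inter-gene correlation estimated per set. For the levels of the dissection markers, plain CPM was tried as well. Alternatives added later are named as such in the closing section. The bone marrow libraries, the qPCR and the published gene lists of Fig. 5c were not analysed here.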

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

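The results below are in genes the paper does not discuss in its text. The comparison of the oligodendrocyte markers with the range of the controls, and that of the sets with all genes after the GC content correction, were chosen only after the results were seen, and the other tests were chosen after the sets had been seen to differ but before their own results were known.

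Of 12 sets of marker genes, 7 were higher in *Esr1* Nkx2-1Cre females than in controls with an adjusted p-value under 0.05 from limma's camera test with a preset inter-gene correlation. The mean log2 differences were 0.94 for 15 oligodendrocyte markers, 0.98 for 10 immediate early genes, 0.93 for 3 STAT5 response genes, 0.72 for 12 interferon response genes, 0.50 for 14 microglia markers, 0.44 for 10 tanycyte and ependymal markers and 0.23 for 7 oligodendrocyte precursor markers. In each set but the oligodendrocyte precursors, where 2 of 3 did, the mean of each of the 3 mutants lay above the mean of every control. Heat-map genes of Fig. 5a (*Cldn11*, *Bcas1*, *Npas4* and *Dusp1*) are examples of the same classes of genes, but they come from these same libraries and are no separate support. The marker lists were written after the paper's Supplementary Data 2, a result of these libraries, had been read. The p-values of the sets from camera are therefore not independent of that result.

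These calls depend on how the correlation between genes is treated. With the correlation estimated from the data, 0 of the 12 sets passed and 3 had an unadjusted p-value under 0.05. In a further run on edgeR residuals, chosen after seeing the data, 2 sets passed, microglia and oligodendrocyte. Of the 4 splits of the samples that part all 3 same-numbered pairs, only the real one (1 of 4) gave as many as 7 sets, but the others gave 4 to 5 sets. The remaining 6 of the 10 splits, which part fewer pairs, gave 0 to 7. With 4 splits a share under 0.05 cannot be reached, so an accidental grouping cannot be told apart from an effect of genotype.

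GC content and gene length, library size and the extent of the dissection were each tested as the source of the 7 calls. After a trend on GC content and length was removed from each sample, 7 of the 7 sets still passed. That correction moved the mean differences of these sets by only -0.025 to 0.023 relative to the mean of all genes, so such a trend accounted for little of them. Fold changes had almost no trend on GC content to remove (Spearman's rho 0.039 across genes, which are not independent replicates). After every sample was thinned to the smallest total, 7 passed. With the mean of the ventromedial nucleus markers as a covariate, a measure of the extent of the dissection, 6 passed. That measure was itself higher in each mutant than in the control of the same number, so it does not separate dissection from genotype. These 3 corrections were chosen after seeing the data. For the oligodendrocyte markers, RLE normalization left a mean log2 difference of 0.94 (0.937 against 0.940 with TMM), but such a scaling moves all genes of a sample alike and could not change the set relative to other genes. The lowest mutant lay 0.52 above the highest control in the mean log2 CPM of the set. More white matter in the mutant dissections could give the same values, and no measure of white matter apart from these markers was at hand, so the pattern cannot be told apart from a difference in dissection. A scaling error would move all genes alike, so by itself it could not raise the oligodendrocyte markers relative to the other genes. The median log2 fold change over all tested genes was 0.0036, but TMM chooses the scaling so that rises and falls balance. That median is therefore no test of normalization. Removing the trend on GC content and length moved their mean difference by -0.015 relative to all genes and left 0.87. This argues against such a trend as the source for these markers, while other forms of GC bias were not tested. A higher expression of myelin genes in mutant ARC may be offered only as a hypothesis.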

How the results depend on the processing

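The number of genes with an adjusted p-value under 0.05 was 18 with edgeR (9 raised, 9 lowered) and stayed within 1.5 times that with RLE normalization (18), limma voom (14) and a minimum of 10 counts in every sample (20). It was 191 with DESeq2 (97 raised, 94 lowered), 187 with DESeq2 with its beta prior (95 and 92), 106 among genes with at least 1 count in any sample (49 and 57) and 123 with the replicate block (69 and 54). With an absolute log2 fold change over 0.6 as well, the numbers were 18, and 130, 52, 79 and 84 under those 4 alternatives. Across the 6 fits that each left out one sample, from 7 to 46 genes passed (from 2 to 26 raised, from 5 to 20 lowered), and from 7 to 43 with the fold-change threshold. The cause was not tested for these alternatives, except where the closing observations say so.

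Further settings were chosen after seeing the data. DESeq2 after edgeR's filter gave 200 genes (106 raised, 94 lowered; 138 with the fold-change threshold), and with its beta prior 197 (103 and 94; 52). A covariate of ventromedial nucleus markers gave 218 (127 and 91; 123). A correction for GC content and length gave 20 genes, and with the replicate block 118 (54 and 64; 89). Thinning every sample to the smallest total gave 39 (20 and 19; 35), so the number moved even where no sample or test was changed. Blocks that paired control replicates 1, 2 and 3 with mutant replicates in the 5 other orders gave 202 genes (111 and 91; 120) for 1, 3, 2, then 17 for 2, 1, 3, 13 (8 and 5) for 2, 3, 1, 44 (22 and 22; 42) for 3, 1, 2 and 8 (4 and 4; 8) for 3, 2, 1.

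Of 12 marker sets, 7 passed, and from 6 to 9 across the fits that each left out one sample. Without control replicate 2, the tanycyte and ependymal set had an adjusted p-value of 0.088 from camera. The oligodendrocyte precursor set had one of 0.374 without control replicate 3 and of 0.092 without mutant replicate 3. The rest of the 7 passed in every such fit. With the replicate block 8 passed. The added set was that of the ventromedial nucleus, with an adjusted p-value of 0.0123 from camera against 0.379 without the block, at a mean log2 difference of 0.58 in both. None (0) passed with an estimated inter-gene correlation, where 3 had an unadjusted p-value under 0.05, and 2 passed when it was estimated on edgeR residuals, chosen after seeing the data.

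For single genes, the 7 marker sets that passed and dissection markers, 858 of 1004 comparisons with an alternative set before the data were examined kept their direction and side of the threshold, 95 newly passed it, 38 no longer passed and 13 changed sign. DESeq2 brought 26 of 67 genes past the threshold and took none below it. All 13 of these sign changes came from leaving out one sample. The log2 fold changes of these genes then ran from -0.066 to 0.63 for *Slc17a6*, from -0.010 to 0.26 for *Agrp*, from -0.085 to 0.094 for *Cited1*, from -0.13 to 0.076 for *Slc18a2*, from -0.21 to 0.047 for *Xist*, from -0.15 to 0.016 for *Nkx2-1* and from -0.070 to 0.13 for *Pdgfra*. *Esr1*, *Rxfp1*, *Slc6a3*, *Greb1* and *Cd36* kept an adjusted p-value under 0.05 in all 6 such fits. Sets that had not passed changed sign as well. Without control replicate 2 the mean log2 difference went from 1.08 to -0.58 for the anterior pituitary and from 0.16 to -0.012 for endothelial cells and pericytes. For astrocytes it went from 0.098 to -0.047 without control replicate 1 and to -0.033 without mutant replicate 3.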

Differences from the paper's values

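The paper states ~180 differentially expressed genes, and edgeR's quasi-likelihood test gave 18. The paper's Supplementary Data 2 lists 184 genes with an adjusted p-value under 0.05 against the same 18. Of the alternatives set before the data were examined, DESeq2 (191), DESeq2 with its beta prior (187) and the replicate block (123) came within 1.5 times of both of the paper's numbers, and the other 10 did not. The paper's methods name DESeq2. Settings chosen after seeing the values also came as close: DESeq2 after edgeR's filter (200, and 197 with the beta prior), a covariate of ventromedial nucleus markers (218) and a block with the replicates paired in another order (202).

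With an absolute log2 fold change over 0.6 as well, the paper's Supplementary Data 2 holds 53 genes and edgeR gave 18. DESeq2 with its beta prior (52), the filter of at least 1 count in any sample (79) and the fit without control replicate 2 (43) came within 1.5 times of the paper's 53, and the other 10 alternatives set before the data were examined did not. Settings chosen after seeing the values that did so were DESeq2 with its beta prior after edgeR's filter (52) and a block with the replicates paired in another order (42). For the same thresholds, Fig. 5c shows about 180 genes, read by eye, against 18. Only DESeq2 without shrinkage (130) came within 1.5 times of that among the alternatives set before the data were examined. DESeq2 after edgeR's filter (138), the ventromedial covariate (123) and another order of pairing (120), chosen after seeing the values, did as well. Supplementary Data 2 holds 184 genes without the fold-change threshold and 53 with it. The total of Fig. 5c is thus near that of the paper's own list without the threshold. The nearness of the settings named here does not account for the figure.

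Of 30 genes of the paper's text, methods and Fig. 5 with a log2 fold change in Supplementary Data 2, 23 had a log2 fold change in edgeR's fit that differed from the paper's by more than the larger standard error (the errors in the paper's table are standard errors). The signs were the same in all 23. With DESeq2 and its beta prior, all 30 were within the larger standard error of the paper's value, so the gap closed for all 23. For 16 of the 23 it was the only alternative set before the data were examined that closed the gap. The log2 fold change was -2.59 against the paper's -1.87 for *Esr1*, -1.50 against the paper's -1.04 for *Greb1*, -2.25 against the paper's -1.52 for *Slc6a3* and -1.32 against the paper's -0.88 for *Nr4a2*. It was 2.16 against the paper's 0.54 for *Kiss1*, -2.25 against the paper's -0.99 for *Lamp5*, -1.52 against the paper's -1.02 for *Crabp1* and -2.33 against the paper's -1.64 for *Rxfp1*. Further values were -1.48 against the paper's -0.92 for *Nhlh2*, 2.97 against the paper's 1.41 for *Cd36*, 3.16 against the paper's 1.15 for *Gbp8* and 2.86 against the paper's 1.94 for *Nov*. The remaining values of this group were 3.15 against the paper's 0.98 for *Fst*, 1.27 against the paper's 0.87 for *Cldn11*, 1.91 against the paper's 1.04 for *Nts* and 2.05 against the paper's 0.99 for *Npas4*.

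For 7 genes, other alternatives closed the gap as well. The log2 fold change was -1.08 against the paper's -0.80 for *Sv2c*, closed also without control replicate 2 and without mutant replicate 2. It was 1.03 against the paper's 0.77 for *Pdyn*, closed also without control replicate 1 and without mutant replicate 1. With the replicate block the value for *Pdyn* stayed at 1.03, and it came within the larger standard error of the paper's value only because that error rose from 0.19 to 0.28. It was -0.99 against the paper's -0.82 for *Olfm2*, closed also without control replicate 2. For *Sphkap* and *Penk* the values were -0.93 against the paper's -0.73 and 1.46 against the paper's 1.19, closed also without control replicate 1 or mutant replicate 3 for *Sphkap* and without mutant replicate 1 for *Penk*. For *Bcas1* and *Dusp1* they were 0.97 against the paper's 0.81 and 1.03 against the paper's 0.79, closed also without control replicate 3 or mutant replicate 1 for *Bcas1* and without control replicate 2 or mutant replicate 3 for *Dusp1*.

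The paper lists *Sv2c*, *Nr4a2* and *Prlr* among significantly downregulated genes and *Kiss1*, *Pdyn* and *Tac2* among its differentially expressed genes. In edgeR's test their adjusted p-values were 0.149, 0.0643, 0.0606, 0.258, 0.114 and 0.415, and in DESeq2's they were under the threshold. For *Kiss1* and *Pdyn* the paper also reports higher levels in mutants by qPCR (Fig. 5d), which was not analysed here. The paper cites Fig. 5a for *Prlr*, which is not among the 25 genes of that heat map. The methods describe *Tac1* and *Cbln1* as absent from the dissected tissue, and their mean levels in controls were 50.3 and 31.0 CPM against 33.2 CPM for *Agrp*.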

Other observations

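The tests of the order of pairing and of *Agrp* in control replicate 2 were chosen only after their results were seen. The other tests were chosen before their own results were known, but after the number of genes under most alternatives had been seen. The VMH and pituitary genes named in the last paragraphs, *Fezf1*, *Nr5a1*, *Sox14*, *Cga*, *Tshb*, *Pitx1*, *Gh*, *Pou1f1* and *Prl*, were picked after seeing their values, from marker lists written before the counts were examined.

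In 1 of 4 splits that part all 3 same-numbered pairs, the real one, edgeR gave 18 genes with an adjusted p-value under 0.05, all with an absolute log2 fold change over 0.6, and the others gave 0 to 1 (1 of 4 for that threshold as well). The 6 splits that part fewer pairs gave 0 genes, with 275 to 1184 genes at an unadjusted p-value under 0.05. The smallest share that 4 splits can give is above 0.05, so an accidental grouping is not excluded by this count. A trend on GC content and gene length was tested as a source of the 18 genes, and 16 of them still passed after it was removed, although the fold changes had little trend on GC content (Spearman's rho 0.039 across genes, which are not independent replicates). Library size was tested by thinning every sample to the smallest total, and 18 of the 18 still passed.

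More genes passed with DESeq2 (191) than with edgeR. The real split was the only one of the 4 (1 of 4) to give as many, and the others gave 1 to 4 genes. Among the 6 splits that part fewer pairs, DESeq2 gave 0 to 120 genes. On simulated counts, 18.8% of the genes DESeq2 called had not been changed in the simulation, against 10.4% for edgeR. Over the 5 simulations DESeq2 called 865 genes, 163 of them unchanged, and edgeR 728, 76 of them unchanged. The simulated difference in calls is far smaller than that in the data, so such calls were not shown to account for the larger number. The simulation drew its dispersions from edgeR's estimates, which could favour edgeR. DESeq2 also recovered more of the changed genes in it (70.2% against 65.2%).

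The level of VMH markers differed between females of one genotype. *Fezf1* was at 1.14, 32.7 and 24.2 CPM in control replicates 1, 2 and 3 and at 9.90, 47.2 and 52.3 CPM in the mutant replicates, and replicate 1 was the lowest of the 3 in both genotypes for 5 of the 7 VMH markers, *Cbln1* and *Nr5a1* among them. It was not for *Sox14* and *Tac1*. *Tac1* was at 50.9, 60.0 and 40.1 CPM in controls and at 37.0, 28.1 and 38.6 CPM in mutants, lower in every mutant while the mean of the set was higher (log2 fold change -0.55, adjusted p-value 0.355 with edgeR), so the markers did not move together. A hypothesis is that the extent of the dissection adds variation that the replicate block removes. With the mean of the ventromedial nucleus markers as a covariate in place of the block, 218 genes passed against 123 with the block, which is consistent with it. The covariate was computed from the same libraries and leaves few degrees of freedom. It was also higher in each mutant than in the control of the same number, and with the block the ventromedial set itself differed by genotype (mean log2 difference 0.58, adjusted p-value 0.0123 from camera), so it is no measure of dissection alone. Whether the numbering of the labels pairs the samples was not settled. Of the 6 ways of pairing them, 2 gave as many genes as the labels' own, which is one of them, and both keep the replicates numbered 1 together. The 4 ways that part them gave 8 to 44 genes. GC content and length, corrected in the same fit as the block, left 97 of the 123 genes that passed with the block, some of which had no known GC content and were not tested. The genotype was in each of these fits, so no biological explanation was tested for the variation within it.

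Control replicate 2 held few reads of some genes of the anterior pituitary. *Cga* was at 3.26 CPM there and between 372 and 582 CPM in the other 5 samples, *Tshb* at 1.92 CPM against 70.6 to 140 CPM and *Pitx1* at 0.233 CPM against 10.6 to 16.7 CPM. A candidate explanation is that the extent of the dissection differed, with tissue that expresses these genes attached to the other 5 pieces. Other anterior pituitary markers were low in all 6 samples. *Gh* had at most 9 counts, *Pou1f1* at most 4 and *Prl* at most 67, so anterior pituitary tissue in general was not shown to be present. The log2 CPM of *Agrp* in that sample was 5.10, within the range of the other 5 samples (4.72 to 5.33). A test on one sample cannot tell this from other differences. Without this sample, 46 genes passed edgeR's threshold, the largest number among the 6 fits that each left out one sample.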
